A study of Mus musculus with 15 samples.

How the data were processed

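RNA-seq of cultured mouse dermal fibroblasts and pre-adipocytes was deposited as 1 table of 12945 genes and 15 libraries, 3 for each of 5 ages. The deposited values were TPM, per the labels and the table's name, limited by the authors to protein coding and lincRNA genes above a minimum TPM. Libraries were made with SMART-seq2, which does not keep strand. Bowtie 1.0.0, RSEM and the mm10 genome were used, per the submitters' processing notes, which do not state the role or settings of each. The lowest deposited value was 0.1, held by 2513 values, with 53 values at 0.01 above it, 133 at 0.02 and 195 at 0.03. The values were therefore read as TPM with 0.1 added, an inference from the data, and 0.1 was taken off before a TPM is given. The counts behind the TPM were not used, so depth per library and the precision it gives are unknown. No column of values went unused.

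Replicates 1 and 2 of 3W were identical for 12945 of 12945 genes and were merged, which left 14 libraries. The prior design assumed 15 libraries, and this is its only departure. The comparisons, their statistical tests, the 37 gene lists, the rule for named genes and most alternatives were chosen before the data were examined. Some alternatives and some tests of explanations were chosen afterwards, as stated where they are given. Date-like names of 17 genes were replaced from their identifiers, and 12899 identifiers were found in the reference name table, which gave the coordinates. Genes at 1 TPM or more in at least 3 libraries were tested, 12679 in all, and 266 were left out.

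Values were tested as log2(TPM + 1) with limma 3.58.1 in R 4.3.3 (linear model with a mean per age, contrasts, and empirical Bayes moderation with a trend, two-sided). A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over the genes of a comparison, and calls with a log2 fold change of 1 or more either way were counted too. A moderated F test covered any difference among the 5 ages. Of 37 gene lists, 34 with at least 3 tested members were tested with limma's camera at a preset correlation of 0.01, adjusted over 170 list tests. Of these tests, 82 were called, 23 of them also with an estimated correlation, and fry, which asks whether a list's genes move on balance in a single direction, called 76 in the same direction. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

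Genes were named by a rule. Part (a) took, per comparison, the 5 called genes with the largest rise and the 5 with the largest fall, with a mean of at least 10 TPM in the higher group and no overlap between the libraries of both groups, a condition that chance meets for 10% of genes with 3 libraries against 3. Part (b) took up to 4 called members of each list described, by absolute log2 fold change, with a mean of at least 5 TPM in the higher group. Part (c) took Ly6a, Camp, Pparg, Fabp4, Adipoq, Tgfb1, Tgfb2, Tgfbr1 and Tgfbr2 in every comparison. Part (d) took, per age, the 3 genes called by the F test that stood highest above the second highest age, with at least 10 TPM there. Genes of Gm and Rik models or with a near-identical copy were skipped in parts (a) and (d). Some genes that the rule picks are not reported here. Alternatives were other pseudocounts, filters, scalings, spread models, a replicate block, and leaving out each library in turn. The tests were tried on simulated data. For 2M against P1 with 12679 genes, 90% of genes changed by a log2 of 1 and 48.8% of those changed by 0.5 were recovered, with 7 false calls among 159. For 2M against 3W these were 93% and 36.2%, with 11 false calls among 150. A shifted gene list was recovered, and 1 of 168 other list tests was called. These simulations called 159 and 150 genes, against 6381 and 3940 in the data, so their rates may not carry over. Whether camera calls too many lists when the genes of a list are correlated was not tested.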

Results

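The data were RNA-seq profiles of primary dermal fibroblasts and pre-adipocytes, the fibroblast-like cells that can become skin fat cells, from wild-type C57BL6/J mice. Cells came from embryonic day 14 (E14), embryonic day 17 (E17), postnatal day 1 (P1), 3 weeks (3W) and 2 months (2M). At P1, 3W and 2M the cells had been selected with magnetic beads for Sca1, the surface protein encoded by Ly6a. The labels give no such selection for E14 and E17. The first and second 3W libraries were identical and counted as 1 (the merged 3W library), so 3W had n = 2. All other ages had n = 3. Values are means ± SD over these libraries in TPM. The labels do not say whether libraries of an age came from separate animals or cultures, so the spread behind each p may be technical. Listed genes held 797286 to 837999 TPM per library, and 11479 to 12071 genes reached 1 TPM. Pearson correlations of log2 values lay between 0.99 and 0.995 within an age and between 0.891 and 0.976 across ages. These are correlations across genes, which are not independent replicates.

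**Figure D1:**
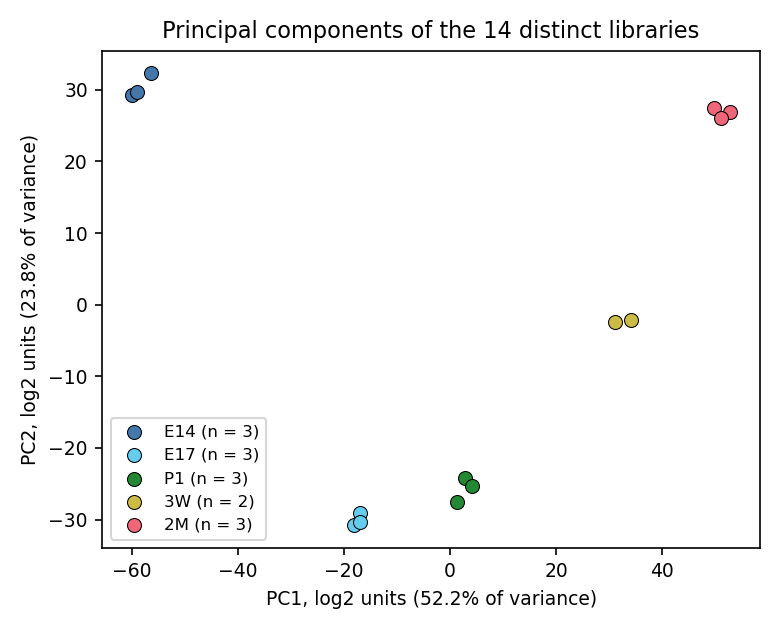
Principal components of log2(TPM + 1) over the 14 distinct libraries, with PC1 (52.2% of the variance) on the x axis and PC2 (23.8%) on the y axis. Each point is a library coloured by age, with E14 at the lowest PC1 values (-59.93 to -56.31) and 2M at the highest (49.79 to 52.78).

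Genes named by the series' title and the cell selection differed in their course over the ages. Ly6a, the Sca1 gene, had 864 ± 34.8 at E14, 2073 ± 105 at E17, 1965 ± 307 at P1, 2268 ± 93.6 at 3W and 1135 ± 99.4 at 2M TPM. Adipoq, which encodes the fat cell hormone adiponectin, had 49 ± 3.5 at E14, 109 ± 8.76 at E17, 11.4 ± 0.381 at P1, 2.1 ± 1.22 at 3W and 0.247 ± 0.293 at 2M TPM. Pparg, the central transcription factor of fat cell formation, had 30.1 ± 5.56 at E14, 36.7 ± 5.97 at E17, 10.6 ± 0.779 at P1, 15.9 ± 3.36 at 3W and 3.94 ± 0.211 at 2M TPM. Fabp4, a fatty acid binding protein gene, had 104 ± 9.83 at E14, 344 ± 19 at E17, 24.7 ± 1.1 at P1, 23.1 ± 1.7 at 3W and 46.4 ± 5.01 at 2M TPM. Camp, which encodes the antimicrobial peptide cathelicidin, was at or below 2.49 TPM in every library, with group means from 0.233 ± 0.204 at P1 to 2.19 ± 0.26 at E17. Tgfb1 had 1.6 ± 0.128 at E14, 3.41 ± 0.303 at E17, 4.7 ± 0.981 at P1, 7.58 ± 0.12 at 3W and 9.56 ± 1.05 at 2M TPM. Tgfb2 was at 51.5 ± 4.17 TPM at E14, 5.58 ± 1.05 at P1 and 12.4 ± 1.89 at 2M. The receptor gene Tgfbr1 was at 3.8 ± 0.275 TPM at E14 and 10.7 ± 1.48 at 2M. Tgfbr2 was at 38.2 ± 2.25 TPM at E14 and 67.5 ± 1.71 at 2M. In GRCm38 (mm10), Ly6a lies on chromosome (chr) 15, 74994877 to 74998031, and Adipoq on chr 16, 23146536 to 23157968. Pparg lies on chr 6, 115360879 to 115490404, Fabp4 on chr 3, 10204342 to 10208616, and Camp on chr 9, 109847377 to 109849456. Tgfb1 lies on chr 7, 25687002 to 25705077, and Tgfb2 on chr 1, 186622787 to 186709697. Tgfbr1 lies on chr 4, 47353222 to 47414926, and Tgfbr2 on chr 9, 116087695 to 116175363.

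**Figure D2:**
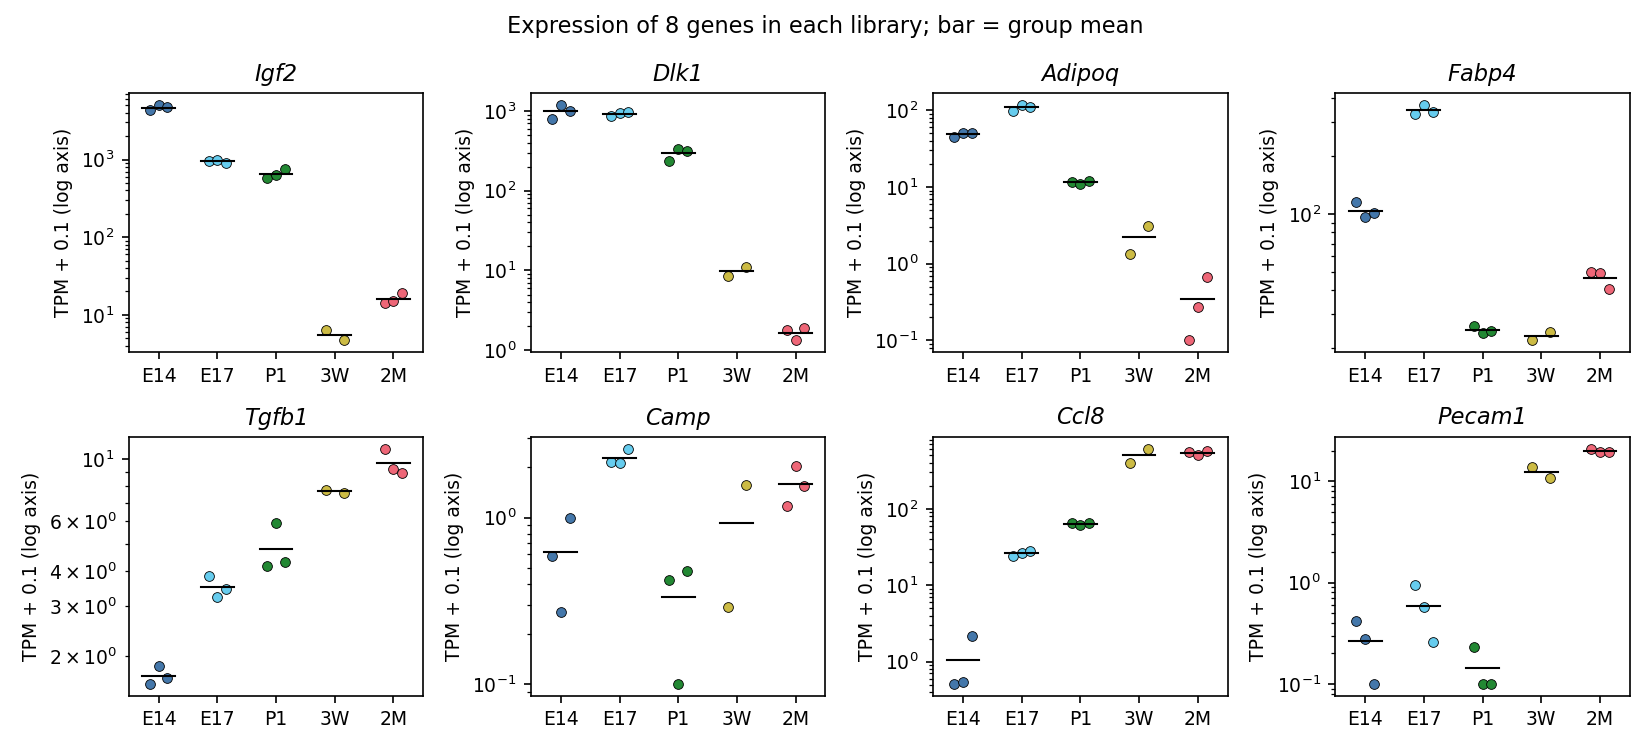
TPM + 0.1 on a log axis for 8 genes in each library, by age (n = 3 per age, n = 2 at 3W), where each point is a library and each bar a group mean. Igf2, Dlk1 and Adipoq lie lower at 3W and 2M than at the earlier ages, and Camp stays at or below 2.49 TPM.

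The main comparison, 2M against P1, asks what distinguishes Sca1-selected dermal cells of adult mice from those of newborns. Most imprinted growth genes and fat cell genes tested were lower at 2M, while most TGF-β targets, glycolysis genes and chemokines were higher. The list calls of imprinted growth, TGF-β response and glycolysis genes were kept with an estimated correlation, and those of fat cell genes and chemokines were lost. Cdkn1c, an imprinted inhibitor of cell division, fell to 1.89 ± 0.477 TPM at 2M from 407 ± 13.4 at P1 (log2 fold change -7.15). Dlk1, the imprinted pre-adipocyte factor gene, fell to 1.57 ± 0.3 TPM at 2M from 292 ± 49.1 at P1 (log2 fold change -6.83). Agtr2, an angiotensin receptor gene, fell to 0.0167 ± 0.0153 TPM at 2M from 98.3 ± 7.42 at P1 (log2 fold change -6.61). Cfd, which encodes adipsin, fell to 0.69 ± 0.0872 TPM at 2M from 77.1 ± 8.57 at P1 (log2 fold change -5.53). Ptn, which encodes the growth factor pleiotrophin, fell to 13.3 ± 1.66 TPM at 2M from 602 ± 12.5 at P1 (log2 fold change -5.41). Mmp13, a collagenase gene, rose to 136 ± 13.4 TPM at 2M from 2.76 ± 0.282 at P1 (log2 fold change 5.19). Pgf, the placental growth factor gene, rose to 35 ± 2.2 TPM at 2M from 0.443 ± 0.228 at P1 (log2 fold change 4.65). Prnd, which encodes the prion-like protein Doppel, rose to 24.7 ± 0.487 TPM at 2M from 0.117 ± 0.0666 at P1 (log2 fold change 4.53). Cldn5, a tight junction gene of endothelium, rose to 38.8 ± 2.27 TPM at 2M from 0.27 ± 0.339 at P1 (log2 fold change 5). Sox18, an endothelial transcription factor gene, rose to 26.4 ± 0.937 TPM at 2M from 0.13 ± 0.0916 at P1 (log2 fold change 4.6). Standard errors of these 10 log2 fold changes were 0.09 to 0.27, and the largest limma adjusted p was 7.0e-10. Of 12679 genes tested, 6381 differed, 2898 higher and 3483 lower at 2M, a split that turns to 3382 and 3071 under median-ratio scaling. At 2-fold or more, 705 were higher and 564 lower.

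Targets of TGF-β rose at 2M. In the TGF-β response list, 23 of 27 tested genes rose and 1 fell (23 and 1 adjusted over the list alone), with camera adjusted p = 3.2e-11, or 0.0088 with an estimated correlation (median log2 fold change 1.14). Ctgf, a matricellular growth factor gene, rose to 328 ± 16.5 TPM at 2M from 56.9 ± 9.8 at P1 (log2 fold change 2.52, SE 0.31, limma adjusted p = 7.2e-06). Sphk1, a sphingosine kinase gene, rose to 46.6 ± 6.04 TPM at 2M from 7.7 ± 0.416 at P1 (log2 fold change 2.45). Junb, an AP-1 subunit gene, rose to 178 ± 10.3 TPM at 2M from 37.3 ± 3.62 at P1 (log2 fold change 2.23). Junb is also on the immediate early and heat shock list, whose genes respond to handling of cells as well as to growth factors. In that list, 15 of 17 tested genes rose and 1 fell (15 and 1 adjusted over the list alone, median log2 fold change 1.03). Camera adjusted p was 3.6e-06, or 0.17 with an estimated correlation. Egr2 rose to 18.9 ± 1.57 TPM at 2M from 3.06 ± 0.332 at P1 (log2 fold change 2.3). Atf3 rose to 20.2 ± 0.686 TPM at 2M from 4.89 ± 0.77 at P1 (log2 fold change 1.86). In the TGF-β ligand, receptor and signalling list, 14 of 28 tested genes rose and 8 fell (14 and 8 adjusted over the list alone), with camera adjusted p = 0.037, or 0.28 with an estimated correlation (median log2 fold change 0.22). That list call was lost without P1 replicate 1 (adjusted p = 0.057) and with a filter of 5 TPM (adjusted p = 0.12, range 0.019 to 0.12 over 18 alternatives, 2 changing the call). Inhba, the activin A subunit gene, rose to 226 ± 9.62 TPM at 2M from 44.3 ± 1.35 at P1 (log2 fold change 2.33). Lrrc32, whose protein docks latent TGF-β on the cell surface, rose to 132 ± 5.25 TPM at 2M from 27.3 ± 3.71 at P1 (log2 fold change 2.25). Smad7, an inhibitory Smad gene, rose to 5.06 ± 0.552 TPM at 2M from 1.58 ± 0.156 at P1 (log2 fold change 1.23). Tgfb1 rose to 9.56 ± 1.05 TPM at 2M from 4.7 ± 0.981 at P1 (log2 fold change 0.9, SE 0.13, limma adjusted p = 2.5e-05). Tgfb2 rose to 12.4 ± 1.89 TPM at 2M from 5.58 ± 1.05 at P1 (log2 fold change 1.03, SE 0.13, limma adjusted p = 1.0e-05). Tgfbr1 rose to 10.7 ± 1.48 TPM at 2M from 7.5 ± 0.214 at P1 (log2 fold change 0.45, SE 0.12, limma adjusted p = 0.0059). Tgfbr2 did not pass the test, at 67.5 ± 1.71 TPM at 2M and 62.6 ± 2.81 at P1 (log2 fold change 0.11, adjusted p = 0.18). Tgfbr2 passed it under median-ratio scaling (adjusted p = 0.026, range 0.026 to 0.37 over 18 alternatives, 1 changing the call).

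Most called fat cell genes fell. In the adipocyte and lipid storage list, 4 of 28 tested genes rose and 17 fell (4 and 17 adjusted over the list alone), with camera adjusted p = 0.0036, or 0.28 with an estimated correlation (median log2 fold change -0.55). Adipoq fell to 0.247 ± 0.293 TPM at 2M from 11.4 ± 0.381 at P1 (log2 fold change -3.34, SE 0.18, limma adjusted p = 5.4e-10). Lpl, the lipoprotein lipase gene, fell to 288 ± 4.44 TPM at 2M from 1384 ± 121 at P1 (log2 fold change -2.26). Cebpa, a transcription factor gene of fat cell formation, fell to 4.18 ± 0.309 TPM at 2M from 18.2 ± 8.66 at P1 (log2 fold change -1.8). Pparg fell to 3.94 ± 0.211 TPM at 2M from 10.6 ± 0.779 at P1 (log2 fold change -1.23). Fabp4 rose to 46.4 ± 5.01 TPM at 2M from 24.7 ± 1.1 at P1 (log2 fold change 0.88). The largest adjusted p among these was 5.0e-06. Ly6a fell to 1135 ± 99.4 TPM at 2M from 1965 ± 307 at P1 (log2 fold change -0.78). In the imprinted growth gene list, 0 of 19 tested genes rose and 18 fell (0 and 19 adjusted over the list alone), with camera adjusted p = 2.7e-14, or 0.032 with an estimated correlation (median log2 fold change -1.52). Igf2, the fetal growth factor gene, fell to 15.9 ± 2.51 TPM at 2M from 656 ± 83.6 at P1 (log2 fold change -5.28). H19, its non-coding neighbour, fell to 7.13 ± 0.386 TPM at 2M from 272 ± 4.67 at P1 (log2 fold change -5.07). In the fetal growth and RNA-binding list, 1 of 10 tested genes rose and 7 fell (1 and 7 adjusted over the list alone), with camera adjusted p = 0.0021, or 0.076 with an estimated correlation (median log2 fold change -0.81). Igf2bp3, an RNA-binding protein gene, fell to 1.64 ± 0.243 TPM at 2M from 11.7 ± 0.706 at P1 (log2 fold change -2.27). In the Hox gene list, 2 of 25 tested genes rose and 16 fell (2 and 17 adjusted over the list alone), with camera adjusted p = 0.001, or 0.046 with an estimated correlation (median log2 fold change -0.6). Hoxd9 fell to 3.8 ± 0.19 TPM at 2M from 10.1 ± 1.39 at P1 (log2 fold change -1.21).

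Most chemokine and cytokine genes tested rose at 2M. In the cytokine and chemokine list, 20 of 28 tested genes rose and 2 fell (20 and 2 adjusted over the list alone), with camera adjusted p = 1.0e-06, or 0.17 with an estimated correlation (median log2 fold change 0.83). Il6, an inflammatory cytokine gene, rose to 26 ± 3.26 TPM at 2M from 0.64 ± 0.227 at P1 (log2 fold change 4.05, SE 0.17, limma adjusted p = 3.6e-11). Ccl20 rose to 16.4 ± 3.58 TPM at 2M from 0.293 ± 0.219 at P1 (log2 fold change 3.74). Cxcl14 rose to 67.6 ± 3.44 TPM at 2M from 7.1 ± 0.713 at P1 (log2 fold change 3.09). Ccl8 rose to 542 ± 33.2 TPM at 2M from 63.8 ± 2.47 at P1 (log2 fold change 3.07). The antimicrobial genes went both ways. In the antimicrobial list, 7 of 12 tested genes rose and 4 fell (7 and 4 adjusted over the list alone), with camera adjusted p = 0.35, or 0.72 with an estimated correlation (median log2 fold change 0.73). Slpi, a protease inhibitor with antimicrobial activity, rose to 17.9 ± 1.12 TPM at 2M from 6.19 ± 0.229 at P1 (log2 fold change 1.4). Slc11a1, a phagosomal metal transporter gene, rose to 5.59 ± 0.382 TPM at 2M from 2.52 ± 0.497 at P1 (log2 fold change 0.91). Rnase4, a ribonuclease gene, fell to 412 ± 12.2 TPM at 2M from 759.6 ± 24.2 at P1 (log2 fold change -0.88). Adm, which encodes adrenomedullin, fell to 64.4 ± 5.99 TPM at 2M from 139 ± 11.3 at P1 (log2 fold change -1.1). Camp rose to 1.49 ± 0.437 TPM at 2M from 0.233 ± 0.204 at P1 (log2 fold change 1.01). Rnase4 and Ang overlap, so their reads are hard to assign, which was not tested. In the pattern recognition and NF-κB list, 13 of 25 tested genes rose and 3 fell (13 and 3 adjusted over the list alone), with camera adjusted p = 0.031, or 0.51 with an estimated correlation (median log2 fold change 0.33). That call was lost without P1 replicate 1 (adjusted p = 0.057) and without 2M replicate 2 (adjusted p = 0.074, range 0.0099 to 0.074 over 18 alternatives, 2 changing the call). Lbp, the lipopolysaccharide binding protein gene, rose to 17.1 ± 0.301 TPM at 2M from 1.88 ± 0.0651 at P1 (log2 fold change 2.66). In the antigen presentation list, 9 of 17 tested genes rose and 0 fell (9 and 0 adjusted over the list alone), with camera adjusted p = 0.0053, or 0.47 with an estimated correlation (median log2 fold change 0.57). H2-Ab1, a class II gene, rose to 7.58 ± 1.68 TPM at 2M from 0.757 ± 0.0513 at P1 (log2 fold change 2.27). Cd74, the class II invariant chain gene, rose to 12.4 ± 2.14 TPM at 2M from 4.41 ± 0.511 at P1 (log2 fold change 1.3). In the interferon response list, 2 of 26 tested genes rose and 1 fell (1 and 1 adjusted over the list alone), with camera adjusted p = 0.62, or 0.95 with an estimated correlation (median log2 fold change 0.18). Without 2M replicate 1 this list was called higher (adjusted p = 0.0026, range 0.0026 to 1 over 18 alternatives, 1 changing the call). Its mean log2 value ranged over 2.28 among the 2M libraries.

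Matrix genes moved in both directions. In the matrix remodelling enzyme list, 13 of 25 tested genes rose and 7 fell (13 and 7 adjusted over the list alone), with camera adjusted p = 0.0048, or 0.32 with an estimated correlation (median log2 fold change 0.26). Mmp3, the stromelysin gene, rose to 379.7 ± 26.4 TPM at 2M from 29.6 ± 3.31 at P1 (log2 fold change 3.64). Mmp10 rose to 6.44 ± 0.845 TPM at 2M from 0.0867 ± 0.0404 at P1 (log2 fold change 2.77). In the collagen and extracellular matrix list, 17 of 40 tested genes rose and 14 fell (17 and 14 adjusted over the list alone), with camera adjusted p = 0.69, or 0.93 with an estimated correlation (median log2 fold change -0.02), in the upward direction, while the mean log2 fold change was -0.12. Eln, the elastin gene, fell to 5.27 ± 0.615 TPM at 2M from 112 ± 18.3 at P1 (log2 fold change -4.16). Mfap4, an elastic fibre gene, fell to 88.6 ± 5.72 TPM at 2M from 1377 ± 121 at P1 (log2 fold change -3.94). Lum, which encodes the proteoglycan lumican, fell to 21.3 ± 2.27 TPM at 2M from 266 ± 23.6 at P1 (log2 fold change -3.58). Col15a1, a basement membrane zone collagen gene, rose to 11.7 ± 0.363 TPM at 2M from 0.76 ± 0.215 at P1 (log2 fold change 2.86). In the contractile list, 11 of 14 tested genes rose and 1 fell (11 and 1 adjusted over the list alone), with camera adjusted p = 4.0e-05, or 0.23 with an estimated correlation (median log2 fold change 0.49). Acta2, the smooth muscle actin gene, rose to 2679 ± 143 TPM at 2M from 1514 ± 106 at P1 (log2 fold change 0.82). Tagln rose to 553 ± 13.1 TPM at 2M from 307 ± 7.45 at P1 (log2 fold change 0.84). In the hypoxia and glycolysis list, 19 of 21 tested genes rose and 1 fell (19 and 1 adjusted over the list alone), with camera adjusted p = 7.5e-14, or 0.045 with an estimated correlation (median log2 fold change 1.36). Pdk1, which holds pyruvate back from the mitochondria, rose to 18.7 ± 1.93 TPM at 2M from 4.63 ± 0.816 at P1 (log2 fold change 1.82). Pfkl, a phosphofructokinase gene, rose to 75.2 ± 6.54 TPM at 2M from 21.2 ± 3.36 at P1 (log2 fold change 1.79). In the cell cycle list, 27 of 38 tested genes rose and 1 fell (31 and 1 adjusted over the list alone), with camera adjusted p = 7.6e-08, or 0.083 with an estimated correlation (median log2 fold change 0.45). Ccnb1 rose to 44.3 ± 1.5 TPM at 2M from 27.2 ± 1.1 at P1 (log2 fold change 0.68).

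Markers of other cell types moved with these groups. Among endothelial markers, 12 of 14 tested genes rose and 1 fell (12 and 1 adjusted over the list alone), with camera adjusted p = 3.0e-11, or 0.006 with an estimated correlation (median log2 fold change 3.09). Pecam1 rose to 19.9 ± 0.753 TPM at 2M from 0.0433 ± 0.0751 at P1 (log2 fold change 4.33). Cdh5, the endothelial cadherin gene, rose to 22.3 ± 0.697 TPM at 2M from 0.15 ± 0.0954 at P1 (log2 fold change 4.35). Eng, a TGF-β co-receptor gene on both lists, is also an endothelial marker. Eng rose to 96.8 ± 2.87 TPM at 2M from 39 ± 6.02 at P1 (log2 fold change 1.3). Among Schwann cell markers, 7 of 9 tested genes rose and 0 fell (8 and 0 adjusted over the list alone), with camera adjusted p = 8.8e-06, or 0.092 with an estimated correlation (median log2 fold change 1.94). Sox10 rose to 26.6 ± 1.95 TPM at 2M from 1.55 ± 0.144 at P1 (log2 fold change 3.43). Among pericyte markers, 7 of 8 tested genes rose and 1 fell (7 and 1 adjusted over the list alone), with camera adjusted p = 0.00022, or 0.035 with an estimated correlation (median log2 fold change 1.76). Mcam rose to 64.4 ± 1.92 TPM at 2M from 9.18 ± 0.952 at P1 (log2 fold change 2.69). Ndufa4l2, which is also induced by hypoxia, rose to 168 ± 6.84 TPM at 2M from 15.5 ± 1.93 at P1 (log2 fold change 3.36). Kcnj8, a potassium channel gene, fell to 0.623 ± 0.182 TPM at 2M from 12.4 ± 1.27 at P1 (log2 fold change -3.05). Among macrophage and leukocyte markers, 9 of 17 tested genes rose and 2 fell (9 and 2 adjusted over the list alone), with camera adjusted p = 0.023, or 0.43 with an estimated correlation (median log2 fold change 0.33). That last call was lost with a filter of 5 TPM (adjusted p = 0.054, range 0.0089 to 0.054 over 18 alternatives, 1 changing the call). C1qa, a complement gene of macrophages, rose to 72.7 ± 0.617 TPM at 2M from 25.7 ± 10.1 at P1 (log2 fold change 1.53). The test compared 3 libraries with 3, and log2(TPM + 1) understates the change of genes near 0.

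**Figure D3:**
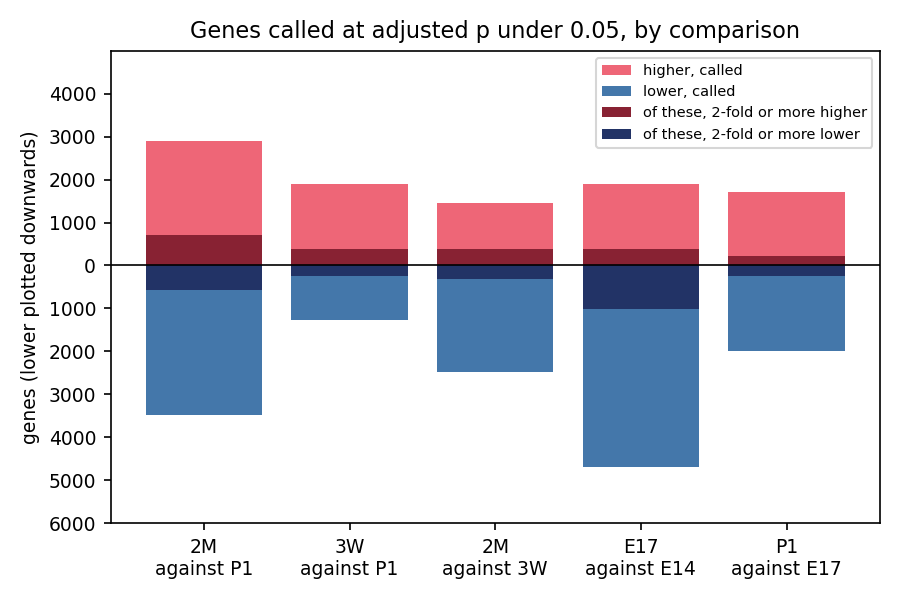
Number of genes called at adjusted p under 0.05 in each of the 5 comparisons, higher plotted upwards and lower downwards from 0, with those of 2-fold or more in dark shades. 2M against P1 has 2898 higher and 3483 lower (3382 and 3071 under median-ratio scaling), and E17 against E14 has 1895 higher and 4696 lower (3131 and 2997 under quantile normalization).

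The comparison of 3W with P1 asks which differences were present by weaning age. Most imprinted growth genes and macrophage and muscle markers were lower at 3W, and most antigen presentation, cholesterol synthesis and endothelial genes were higher. Imprinted growth, muscle and endothelial genes kept their list calls with an estimated correlation, and macrophage, antigen presentation and cholesterol synthesis genes lost theirs. Igf2 fell to 5.43 ± 1.2 TPM at 3W from 656 ± 83.6 at P1 (log2 fold change -6.68, SE 0.13, limma adjusted p = 8.9e-15). Ptn fell to 5.46 ± 1.28 TPM at 3W from 602 ± 12.5 at P1 (log2 fold change -6.56). H19 fell to 4.79 ± 1.39 TPM at 3W from 272 ± 4.67 at P1 (log2 fold change -5.58). Agtr2 fell to 1.37 ± 0.382 TPM at 3W from 98.3 ± 7.42 at P1 (log2 fold change -5.4). Cdkn1c fell to 9.8 ± 0.403 TPM at 3W from 407 ± 13.4 at P1 (log2 fold change -5.24). Coch, which encodes the secreted protein cochlin, rose to 172 ± 15 TPM at 3W from 0.993 ± 0.3 at P1 (log2 fold change 6.45). Prnd rose to 22.5 ± 0.573 TPM at 3W from 0.117 ± 0.0666 at P1 (log2 fold change 4.4). Pgf rose to 23.4 ± 1.04 TPM at 3W from 0.443 ± 0.228 at P1 (log2 fold change 4.09). Emcn, an endothelial sialomucin gene, rose to 19.9 ± 5.22 TPM at 3W from 0.307 ± 0.247 at P1 (log2 fold change 3.99). Cldn5 rose to 15.4 ± 0.778 TPM at 3W from 0.27 ± 0.339 at P1 (log2 fold change 3.72). The largest adjusted p of these 10 genes was 2.1e-07. In all, 3156 genes differed, 1886 higher and 1270 lower at 3W, with 388 and 244 at 2-fold or more. The split was 1561 and 1548 under quantile normalization, and 1654 and 1512 under median-ratio scaling. With 2 distinct libraries at 3W the count depended on single libraries, at 2004 without 3W replicate 3.

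In the imprinted growth gene list, 0 of 19 tested genes rose and 16 fell (0 and 16 adjusted over the list alone), with camera adjusted p = 1.4e-22, or 0.011 with an estimated correlation (median log2 fold change -1.65). Dlk1 fell to 9.73 ± 1.68 TPM at 3W from 292 ± 49.1 at P1 (log2 fold change -4.77). In the adipocyte and lipid storage list, 6 of 28 tested genes rose and 10 fell (6 and 12 adjusted over the list alone), with camera adjusted p = 0.0056, or 0.3 with an estimated correlation (median log2 fold change -0.19). Adipoq fell to 2.1 ± 1.22 TPM at 3W from 11.4 ± 0.381 at P1 (log2 fold change -2.06). Cfd fell to 3.27 ± 0.325 TPM at 3W from 77.1 ± 8.57 at P1 (log2 fold change -4.19). Pparg rose to 15.9 ± 3.36 TPM at 3W from 10.6 ± 0.779 at P1 (log2 fold change 0.53). The call of Pparg was lost without P1 replicate 1 (adjusted p = 0.066) and without the merged 3W library (adjusted p = 0.26, range 0.0035 to 0.26 over 16 alternatives, 2 changing the call). Fabp4 did not pass the test, at 23.1 ± 1.7 TPM at 3W and 24.7 ± 1.1 at P1 (log2 fold change -0.1, adjusted p = 0.52). Ly6a did not pass the test, at 2268 ± 93.6 TPM at 3W and 1965 ± 307 at P1 (log2 fold change 0.22, adjusted p = 0.13). Ly6a passed it without P1 replicate 3 (adjusted p = 0.007, range 0.007 to 0.43 over 16 alternatives, 2 changing the call). Camp did not pass the test, at 0.83 ± 0.905 TPM at 3W and 0.233 ± 0.204 at P1 (log2 fold change 0.49, adjusted p = 0.2). Camp passed it without the merged 3W library (adjusted p = 0.013, range 0.013 to 0.95 over 15 alternatives, 1 changing the call).

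In the TGF-β response list, 13 of 27 tested genes rose and 5 fell (13 and 5 adjusted over the list alone), with camera adjusted p = 0.041, or 0.26 with an estimated correlation (median log2 fold change 0.51). That call was lost without P1 replicate 3 (adjusted p = 0.062, range 0.015 to 0.074 over 16 alternatives, 3 changing the call). Edn1, the endothelin gene, rose to 6.3 ± 0.446 TPM at 3W from 1.38 ± 0.283 at P1 (log2 fold change 1.62). Cilp, a cartilage and fibroblast matrix gene, rose to 37.2 ± 6.67 TPM at 3W from 8.51 ± 0.487 at P1 (log2 fold change 1.99). In the TGF-β ligand, receptor and signalling list, 7 of 28 tested genes rose and 5 fell (7 and 5 adjusted over the list alone), with camera adjusted p = 0.9, or 0.95 with an estimated correlation (median log2 fold change 0.07). Tgfb1 rose to 7.58 ± 0.12 TPM at 3W from 4.7 ± 0.981 at P1 (log2 fold change 0.6). Tgfb2 did not pass the test, at 6.61 ± 1.22 TPM at 3W and 5.58 ± 1.05 at P1 (log2 fold change 0.21, adjusted p = 0.33). Tgfbr1 rose to 10.3 ± 0.106 TPM at 3W from 7.5 ± 0.214 at P1 (log2 fold change 0.41). The call of Tgfbr1 was lost without any of the 5 libraries of these ages, from adjusted p = 0.056 without P1 replicate 1 to adjusted p = 0.14 without the merged 3W library (range 0.0098 to 0.14 over 16 alternatives, 7 changing the call). It was also lost under quantile normalization (adjusted p = 0.064) and median-ratio scaling (adjusted p = 0.052). Tgfbr2 rose to 77.4 ± 5.33 TPM at 3W from 62.6 ± 2.81 at P1 (log2 fold change 0.3). Without the merged 3W library Tgfbr2 had adjusted p = 0.091 (range 0.00065 to 0.091 over 16 alternatives, 1 changing the call).

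In the cholesterol synthesis list, 20 of 22 tested genes rose and 0 fell (21 and 0 adjusted over the list alone), with camera adjusted p = 3.4e-10, or 0.11 with an estimated correlation (median log2 fold change 0.54). Fdps rose to 658 ± 56.9 TPM at 3W from 422 ± 32.6 at P1 (log2 fold change 0.64). In the antigen presentation list, 11 of 17 tested genes rose and 0 fell (12 and 0 adjusted over the list alone), with camera adjusted p = 2.3e-05, or 0.31 with an estimated correlation (median log2 fold change 0.76). H2-D1, a class I gene, rose to 1056 ± 241 TPM at 3W from 271 ± 46.6 at P1 (log2 fold change 1.95). H2-K1 rose to 749 ± 277 TPM at 3W from 196 ± 29.6 at P1 (log2 fold change 1.89). The list's mean log2 value was 5.015 and 5.663 in the 2 distinct 3W libraries, and 4.736 in P1 replicate 3 against 4.218 and 4.312 in the other P1 libraries. Class I genes share sequence, so reads can be split between them. In the cytokine and chemokine list, 11 of 28 tested genes rose and 4 fell (12 and 4 adjusted over the list alone), with camera adjusted p = 0.01, or 0.45 with an estimated correlation (median log2 fold change 0.4). That call was lost without 3W replicate 3 (adjusted p = 0.15, range 1.4e-05 to 0.15 over 16 alternatives, 2 changing the call). Ccl8 rose to 504 ± 149.6 TPM at 3W from 63.8 ± 2.47 at P1 (log2 fold change 2.93). Il34, a macrophage growth factor gene, rose to 19.6 ± 5.61 TPM at 3W from 3.18 ± 0.285 at P1 (log2 fold change 2.28).

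Cell type markers at 3W did not move alike. Among endothelial markers, 11 of 14 tested genes rose and 2 fell (11 and 2 adjusted over the list alone), with camera adjusted p = 4.0e-10, or 0.0063 with an estimated correlation (median log2 fold change 2.17). Pecam1 rose to 12.1 ± 2.03 TPM at 3W from 0.0433 ± 0.0751 at P1 (log2 fold change 3.65). Among macrophage and leukocyte markers, 0 of 17 tested genes rose and 11 fell (0 and 12 adjusted over the list alone), with camera adjusted p = 1.1e-07, or 0.087 with an estimated correlation (median log2 fold change -0.61). Cd68 fell to 16.6 ± 5.69 TPM at 3W from 36.9 ± 6.39 at P1 (log2 fold change -1.12). Tyrobp fell to 23.9 ± 8.7 TPM at 3W from 50.1 ± 5.13 at P1 (log2 fold change -1.08). Among skeletal muscle markers, 0 of 10 tested genes rose and 6 fell (0 and 6 adjusted over the list alone), with camera adjusted p = 6.1e-06, or 0.012 with an estimated correlation (median log2 fold change -0.99). Tnnt2 fell to 2.62 ± 0.573 TPM at 3W from 15.3 ± 1.7 at P1 (log2 fold change -2.18). In the hypoxia and glycolysis list, 17 of 21 tested genes rose and 0 fell (17 and 0 adjusted over the list alone), with camera adjusted p = 9.2e-08, or 0.12 with an estimated correlation (median log2 fold change 0.51). Pfkl rose to 38.8 ± 3.81 TPM at 3W from 21.2 ± 3.36 at P1 (log2 fold change 0.85). In the cell cycle list, 21 of 38 tested genes rose and 0 fell (27 and 0 adjusted over the list alone), with camera adjusted p = 1.2e-06, or 0.11 with an estimated correlation (median log2 fold change 0.37). Schwann cell and dermal papilla lists were also called higher, and fetal growth and Hox lists lower. Only fetal growth kept its call with an estimated correlation. The dermal papilla call was lost in 5 of 16 alternatives, 4 leaving out a library.

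The step from 3W to 2M asks what changed between weaning and adulthood. Most TGF-β response, contractile, glycolysis and macrophage genes rose, and most cholesterol synthesis genes fell. Contractile and cholesterol synthesis genes lost their list calls with an estimated correlation, and the other 3 kept theirs. Mmp13 rose to 136 ± 13.4 TPM at 2M from 6.02 ± 1.09 at 3W (log2 fold change 4.3). Ccl20 rose to 16.4 ± 3.58 TPM at 2M from 0.695 ± 0.983 at 3W (log2 fold change 3.47). Aqp2, a water channel gene, rose to 14.3 ± 1.04 TPM at 2M from 0.545 ± 0.403 at 3W (log2 fold change 3.33). Clec4n rose to 12.9 ± 0.616 TPM at 2M from 0.82 ± 0.283 at 3W (log2 fold change 2.94). Plac8 rose to 128 ± 18.3 TPM at 2M from 16.6 ± 1.2 at 3W (log2 fold change 2.87). Coch fell to 12.9 ± 0.785 TPM at 2M from 172 ± 15 at 3W (log2 fold change -3.64). Penk fell to 6.66 ± 0.737 TPM at 2M from 91.2 ± 20.7 at 3W (log2 fold change -3.58). Clec3b fell to 0.12 ± 0.144 TPM at 2M from 11.8 ± 2.97 at 3W (log2 fold change -3.5). P2rx3, an ATP-gated channel gene, fell to 2.88 ± 0.147 TPM at 2M from 31.2 ± 4.79 at 3W (log2 fold change -3.04). Fbln7 fell to 1.05 ± 0.0462 TPM at 2M from 15.8 ± 1.34 at 3W (log2 fold change -3.04). The largest adjusted p among these 10 was 7.5e-07. In all, 3940 genes differed, 1458 higher and 2482 lower at 2M, with 388 and 307 at 2-fold or more. As deposited, 37% of the calls were higher, against 47.6% under quantile normalization and 53.3% under median-ratio scaling.

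In the TGF-β response list, 19 of 27 tested genes rose and 0 fell (21 and 0 adjusted over the list alone), with camera adjusted p = 5.6e-14, or 0.006 with an estimated correlation (median log2 fold change 0.73). Postn, the periostin gene, rose to 2050.0 ± 128 TPM at 2M from 743 ± 66.8 at 3W (log2 fold change 1.46, SE 0.08, limma adjusted p = 1.8e-09). In the contractile list, 12 of 14 tested genes rose and 0 fell (12 and 0 adjusted over the list alone), with camera adjusted p = 9.6e-10, or 0.084 with an estimated correlation (median log2 fold change 0.58). Acta2 rose to 2679 ± 143 TPM at 2M from 1411 ± 10.5 at 3W (log2 fold change 0.92). Among pericyte markers, 6 of 8 tested genes rose and 1 fell (7 and 1 adjusted over the list alone), with camera adjusted p = 3.1e-05, or 0.024 with an estimated correlation (median log2 fold change 0.97). Mcam rose to 64.4 ± 1.92 TPM at 2M from 28.8 ± 0.141 at 3W (log2 fold change 1.13). Among skeletal muscle markers, 7 of 10 tested genes rose and 0 fell (10 and 0 adjusted over the list alone), with camera adjusted p = 3.1e-06, or 0.011 with an estimated correlation (median log2 fold change 0.89). Acta1, the skeletal muscle actin gene, rose to 28.1 ± 2.8 TPM at 2M from 10.2 ± 0.368 at 3W (log2 fold change 1.38). In the immediate early and heat shock list, 12 of 17 tested genes rose and 2 fell (13 and 2 adjusted over the list alone), with camera adjusted p = 1.1e-06, or 0.15 with an estimated correlation (median log2 fold change 0.84). Egr1 rose to 116 ± 8.13 TPM at 2M from 26.5 ± 0.573 at 3W (log2 fold change 2.08). Junb rose to 178 ± 10.3 TPM at 2M from 71.4 ± 20.3 at 3W (log2 fold change 1.34). In the TGF-β ligand, receptor and signalling list, 10 of 28 tested genes rose and 3 fell (10 and 4 adjusted over the list alone), with camera adjusted p = 0.0049, or 0.15 with an estimated correlation (median log2 fold change 0.09). Inhba rose to 226 ± 9.62 TPM at 2M from 64.8 ± 4.75 at 3W (log2 fold change 1.79). Tgfb2 rose to 12.4 ± 1.89 TPM at 2M from 6.61 ± 1.22 at 3W (log2 fold change 0.82). Tgfb1 did not pass the test, at 9.56 ± 1.05 TPM at 2M and 7.58 ± 0.12 at 3W (log2 fold change 0.3, adjusted p = 0.13). Tgfb1 passed it under quantile normalization (adjusted p = 0.046, range 0.046 to 0.33 over 16 alternatives, 1 changing the call). Tgfbr1 did not pass the test, at 10.7 ± 1.48 TPM at 2M and 10.3 ± 0.106 at 3W (log2 fold change 0.04, adjusted p = 0.87). Tgfbr2 did not pass the test, at 67.5 ± 1.71 TPM at 2M and 77.4 ± 5.33 at 3W (log2 fold change -0.19, adjusted p = 0.054). Tgfbr2 passed it with array weights (adjusted p = 0.04, range 0.011 to 0.37 over 16 alternatives, 3 changing the call). It also passed without 3W replicate 3. In the adipocyte and lipid storage list, 3 of 28 tested genes rose and 11 fell (4 and 13 adjusted over the list alone), with camera adjusted p = 0.081, or 0.48 with an estimated correlation (median log2 fold change -0.28). That list was called lower without the merged 3W library (adjusted p = 0.045, range 0.036 to 0.2 over 16 alternatives, 2 changing the call). Pparg fell to 3.94 ± 0.211 TPM at 2M from 15.9 ± 3.36 at 3W (log2 fold change -1.76). Lpl fell to 288 ± 4.44 TPM at 2M from 1208 ± 63.1 at 3W (log2 fold change -2.06). Adipoq fell to 0.247 ± 0.293 TPM at 2M from 2.1 ± 1.22 at 3W (log2 fold change -1.28). Ly6a fell to 1135 ± 99.4 TPM at 2M from 2268 ± 93.6 at 3W (log2 fold change -1). Fabp4 rose to 46.4 ± 5.01 TPM at 2M from 23.1 ± 1.7 at 3W (log2 fold change 0.97). Camp did not pass the test, at 1.49 ± 0.437 TPM at 2M and 0.83 ± 0.905 at 3W (log2 fold change 0.52, adjusted p = 0.15). Camp passed it without 3W replicate 3 (adjusted p = 0.0094, range 0.0094 to 1 over 15 alternatives, 2 changing the call).

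In the hypoxia and glycolysis list, 18 of 21 tested genes rose and 1 fell (18 and 1 adjusted over the list alone), with camera adjusted p = 2.5e-15, or 0.037 with an estimated correlation (median log2 fold change 0.83). Slc2a1 rose to 118 ± 3.41 TPM at 2M from 51.2 ± 4.46 at 3W (log2 fold change 1.19). In the cholesterol synthesis list, 1 of 22 tested genes rose and 14 fell (1 and 15 adjusted over the list alone), with camera adjusted p = 0.0001, or 0.3 with an estimated correlation (median log2 fold change -0.39). Pmvk fell to 40 ± 1.35 TPM at 2M from 80.7 ± 6.47 at 3W (log2 fold change -0.99). In the cytokine and chemokine list, 11 of 28 tested genes rose and 2 fell (14 and 4 adjusted over the list alone), with camera adjusted p = 0.0002, or 0.3 with an estimated correlation (median log2 fold change 0.41). Il6 rose to 26 ± 3.26 TPM at 2M from 2.84 ± 1.12 at 3W (log2 fold change 2.84). Il1rn rose to 26 ± 1.46 TPM at 2M from 2.87 ± 0.0495 at 3W (log2 fold change 2.8). Among macrophage and leukocyte markers, 15 of 17 tested genes rose and 0 fell (15 and 0 adjusted over the list alone), with camera adjusted p = 9.4e-13, or 0.037 with an estimated correlation (median log2 fold change 1.16). C1qa rose to 72.7 ± 0.617 TPM at 2M from 19.7 ± 3.75 at 3W (log2 fold change 1.84). Lyz2, a lysozyme gene also on the antimicrobial list, rose to 643 ± 30.9 TPM at 2M from 271 ± 39.6 at 3W (log2 fold change 1.25). Among endothelial markers, 10 of 14 tested genes rose and 0 fell (12 and 0 adjusted over the list alone), with camera adjusted p = 7.6e-08, or 0.011 with an estimated correlation (median log2 fold change 0.73). Plvap rose to 36.9 ± 2.92 TPM at 2M from 12.1 ± 1.39 at 3W (log2 fold change 1.53). Interferon response, matrix remodelling, cell cycle and Schwann cell genes were also called higher as lists, and preadipocyte genes and cell cycle inhibitors lower, none with an estimated correlation.

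The embryonic comparison, E17 against E14, asks what changed in dermal cells before birth, and the labels give no Sca1 selection at either age. Most fat cell, matrix and antimicrobial genes tested rose, while most cell cycle, contractile and Wnt pathway genes and markers of cartilage and muscle fell. Fat cell, cell cycle, cartilage and muscle genes kept their list calls with an estimated correlation, and matrix, antimicrobial, contractile and Wnt pathway genes lost theirs. Cfd rose to 95.6 ± 9.32 TPM at E17 from 1.03 ± 0.343 at E14 (log2 fold change 5.58). Chchd10 rose to 277 ± 19.6 TPM at E17 from 14.6 ± 0.66 at E14 (log2 fold change 4.15). P2rx3 rose to 32.5 ± 2.59 TPM at E17 from 0.963 ± 0.34 at E14 (log2 fold change 4.1). Saa3, an acute phase gene, rose to 26.6 ± 1.99 TPM at E17 from 0.853 ± 0.93 at E14 (log2 fold change 4.01). Cyp4b1 rose to 85 ± 2.41 TPM at E17 from 4.41 ± 0.741 at E14 (log2 fold change 4). Ptgds, the prostaglandin D synthase gene, fell to 0.227 ± 0.0462 TPM at E17 from 168 ± 53.7 at E14 (log2 fold change -7.05). Upk3b, a uroplakin gene, fell to 0.0767 ± 0.0416 TPM at E17 from 66.1 ± 7.26 at E14 (log2 fold change -5.96). Upk1b fell to 0.113 ± 0.103 TPM at E17 from 42.4 ± 2.4 at E14 (log2 fold change -5.29). Fabp7 fell to 0.363 ± 0.24 TPM at E17 from 49 ± 11.9 at E14 (log2 fold change -5.19). Otor was at 56 ± 8.77 TPM at E14 and listed at 0 in each library of E17. The largest adjusted p among these was 3.3e-05. In all, 6591 genes differed, 1895 higher and 4696 lower at E17, with 392 and 1014 at 2-fold or more. This split depended on scaling. The median log2 fold change over all genes was -0.16 as deposited, and each fold can be read against that shift. Quantile normalization (median 0.01) gave 3131 higher and 2997 lower, and median-ratio scaling 2806 and 3229.

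In the adipocyte and lipid storage list, 19 of 28 tested genes rose and 2 fell (19 and 2 adjusted over the list alone), with camera adjusted p = 3.9e-13, or 0.029 with an estimated correlation (median log2 fold change 0.76). Retn, which encodes resistin, rose to 22.1 ± 3.2 TPM at E17 from 1.76 ± 0.85 at E14 (log2 fold change 3.1). Adig rose to 14.6 ± 0.775 TPM at E17 from 1.42 ± 0.726 at E14 (log2 fold change 2.74). Gpd1, a glycerol phosphate dehydrogenase gene, rose to 21.7 ± 3.51 TPM at E17 from 2.5 ± 0.83 at E14 (log2 fold change 2.72). Fabp4 rose to 344 ± 19 TPM at E17 from 104 ± 9.83 at E14 (log2 fold change 1.72). Adipoq rose to 109 ± 8.76 TPM at E17 from 49 ± 3.5 at E14 (log2 fold change 1.14). Pparg did not pass the test, at 36.7 ± 5.97 TPM at E17 and 30.1 ± 5.56 at E14 (log2 fold change 0.28, adjusted p = 0.11). Pparg passed it under quantile normalization (adjusted p = 0.021), median-ratio scaling (adjusted p = 0.016) and without E14 replicate 2 (adjusted p = 0.034, range 0.016 to 0.41 over 18 alternatives, 3 changing the call). Ly6a rose to 2073 ± 105 TPM at E17 from 864 ± 34.8 at E14 (log2 fold change 1.26). Thy1, a surface marker of mesenchymal cells, rose to 274 ± 15.6 TPM at E17 from 63.7 ± 3.43 at E14 (log2 fold change 2.08). Ebf2, a pre-adipocyte transcription factor gene, fell to 1.13 ± 0.252 TPM at E17 from 17.2 ± 0.85 at E14 (log2 fold change -3.1). In the antimicrobial list, 7 of 12 tested genes rose and 0 fell (7 and 0 adjusted over the list alone), with camera adjusted p = 3.5e-05, or 0.14 with an estimated correlation (median log2 fold change 0.79). Lyz2 rose to 572 ± 3.64 TPM at E17 from 202 ± 12 at E14 (log2 fold change 1.5). Rnase4 rose to 616 ± 9.61 TPM at E17 from 211 ± 12.1 at E14 (log2 fold change 1.54). Camp rose to 2.19 ± 0.26 TPM at E17 from 0.517 ± 0.361 at E14 (log2 fold change 1.1). Among macrophage and leukocyte markers, 13 of 17 tested genes rose and 0 fell (15 and 0 adjusted over the list alone), with camera adjusted p = 1.7e-08, or 0.076 with an estimated correlation (median log2 fold change 0.79).

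In the cell cycle list, 1 of 38 tested genes rose and 34 fell (1 and 34 adjusted over the list alone), with camera adjusted p = 5.6e-11, or 0.045 with an estimated correlation (median log2 fold change -1.1). Ube2c, a mitotic gene, fell to 30.2 ± 0.815 TPM at E17 from 101 ± 4.16 at E14 (log2 fold change -1.7). In the contractile list, 0 of 14 tested genes rose and 14 fell (0 and 14 adjusted over the list alone), with camera adjusted p = 5.7e-07, or 0.14 with an estimated correlation (median log2 fold change -1.23). Cnn1 fell to 7.26 ± 1.82 TPM at E17 from 52 ± 1.7 at E14 (log2 fold change -2.71). In the collagen and extracellular matrix list, 25 of 40 tested genes rose and 10 fell (25 and 10 adjusted over the list alone), with camera adjusted p = 2.1e-09, or 0.15 with an estimated correlation (median log2 fold change 0.48). Dcn, the decorin gene, rose to 3498 ± 187 TPM at E17 from 654 ± 73.1 at E14 (log2 fold change 2.42). Col3a1 rose to 3102 ± 166 TPM at E17 from 851 ± 105 at E14 (log2 fold change 1.87). Col8a1 fell to 2.67 ± 0.159 TPM at E17 from 31.3 ± 2.79 at E14 (log2 fold change -3.14). In the Wnt pathway list, 2 of 22 tested genes rose and 17 fell (2 and 18 adjusted over the list alone), with camera adjusted p = 1.1e-05, or 0.051 with an estimated correlation (median log2 fold change -1.25). Rspo2 fell to 4.16 ± 0.536 TPM at E17 from 52.5 ± 5.97 at E14 (log2 fold change -3.37). Wnt11 fell to 3.35 ± 0.356 TPM at E17 from 26.9 ± 1.43 at E14 (log2 fold change -2.68). Lgr5 rose to 36.8 ± 0.77 TPM at E17 from 4.21 ± 0.897 at E14 (log2 fold change 2.87). In the TGF-β response list, 7 of 27 tested genes rose and 10 fell (7 and 10 adjusted over the list alone), with camera adjusted p = 0.41, or 0.63 with an estimated correlation (median log2 fold change -0.05), in the upward direction, while the mean log2 fold change was -0.12. Postn rose to 1368 ± 74.4 TPM at E17 from 202 ± 12 at E14 (log2 fold change 2.76). Comp fell to 0.323 ± 0.28 TPM at E17 from 6.12 ± 0.678 at E14 (log2 fold change -2.45). In the TGF-β ligand, receptor and signalling list, 7 of 28 tested genes rose and 11 fell (7 and 11 adjusted over the list alone), with camera adjusted p = 0.92, or 0.96 with an estimated correlation (median log2 fold change -0.13), in the upward direction, while the mean log2 fold change was -0.23. For that list fry gave the downward direction (adjusted p = 0.00013). Tgfb1 rose to 3.41 ± 0.303 TPM at E17 from 1.6 ± 0.128 at E14 (log2 fold change 0.76). Tgfbr1 rose to 5.87 ± 0.986 TPM at E17 from 3.8 ± 0.275 at E14 (log2 fold change 0.51). Tgfbr2 rose to 75.3 ± 2.46 TPM at E17 from 38.2 ± 2.25 at E14 (log2 fold change 0.96). Tgfb2 fell to 11.1 ± 0.637 TPM at E17 from 51.5 ± 4.17 at E14 (log2 fold change -2.11). The largest adjusted p of these 4 genes was 0.0023.

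The E14 libraries also held markers of other tissues. Among chondrocyte markers, 0 of 5 tested genes rose and 5 fell (0 and 5 adjusted over the list alone), with camera adjusted p = 0.00015, or 0.046 with an estimated correlation (median log2 fold change -2.33). Col2a1, the cartilage collagen gene, was at 8.39 ± 0.536 TPM at E14 and listed at 0 in each library of E17. Among skeletal muscle markers, 0 of 10 tested genes rose and 8 fell (0 and 8 adjusted over the list alone), with camera adjusted p = 0.00092, or 0.037 with an estimated correlation (median log2 fold change -1.45). Actc1, the cardiac and fetal muscle actin gene, fell to 0.953 ± 0.454 TPM at E17 from 27.6 ± 5.14 at E14 (log2 fold change -3.89). Des, which is also on the contractile list, fell to 2.29 ± 0.962 TPM at E17 from 26.1 ± 1.67 at E14 (log2 fold change -3.09). Preadipocyte, matrix remodelling, reticular fibroblast and endothelial lists were called higher, and imprinted growth, cell cycle inhibitor and keratinocyte lists lower. None held with an estimated correlation. Alternatives removed the preadipocyte call (11 of 18), keratinocyte (5 of 17), inhibitors (2 of 18), and reticular and endothelial (1 scaling each). Xist, the RNA that silences an X chromosome in female cells, was at 10.9 TPM at E14 and 6.21 TPM at E17. Interferon response, complement and antigen presentation genes were called higher at E17 as deposited (camera adjusted p = 0.0046, 0.028 and 0.015). With an estimated correlation, adjusted p was 0.67, 0.41 and 0.53. All 3 calls were lost under both scalings (adjusted p 4.0e-05 to 0.06, 0.018 to 0.11 and 0.0029 to 0.079 over 18 alternatives).

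The step across birth, P1 against E17, coincides with the start of Sca1 selection in the labels, so age and selection cannot be told apart here. Most fat cell genes fell, and most TGF-β response, cholesterol synthesis and cell cycle genes rose. Cell cycle genes lost their list call with an estimated correlation, and the other 3 kept theirs. C1qtnf3 rose to 250.4 ± 21.9 TPM at P1 from 6.4 ± 0.386 at E17 (log2 fold change 5.08). Mfap4 rose to 1377 ± 121 TPM at P1 from 75.7 ± 1.58 at E17 (log2 fold change 4.16). Gjb2, a gap junction gene, rose to 14.5 ± 0.688 TPM at P1 from 0.0433 ± 0.0751 at E17 (log2 fold change 3.89). Eln rose to 112 ± 18.3 TPM at P1 from 6.69 ± 1.2 at E17 (log2 fold change 3.87). Il33, an alarmin cytokine gene, rose to 15.4 ± 1.54 TPM at P1 from 0.297 ± 0.146 at E17 (log2 fold change 3.66). Agt, the angiotensinogen gene, fell to 1.76 ± 0.319 TPM at P1 from 58.6 ± 2.88 at E17 (log2 fold change -4.44). Fabp4 fell to 24.7 ± 1.1 TPM at P1 from 344 ± 19 at E17 (log2 fold change -3.75). Plin1, a lipid droplet gene, fell to 0.637 ± 0.144 TPM at P1 from 14.5 ± 0.639 at E17 (log2 fold change -3.25). Gpd1 fell to 1.39 ± 0.302 TPM at P1 from 21.7 ± 3.51 at E17 (log2 fold change -3.24). Adipoq fell to 11.4 ± 0.381 TPM at P1 from 109 ± 8.76 at E17 (log2 fold change -3.15). The largest adjusted p of these 10 was 3.2e-09. Ly6a did not pass the test, at 1965 ± 307 TPM at P1 and 2073 ± 105 at E17 (log2 fold change -0.09, adjusted p = 0.51). In all, 3710 genes differed, 1715 higher and 1995 lower at P1, with 230 and 254 at 2-fold or more. Xist was at 6.21 TPM at E17 and listed at 0 in each P1 library. The Y-linked genes Ddx3y (log2 fold change 0.79), Eif2s3y (0.54), Kdm5d (0.57) and Uty (0.6) were higher at P1.

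In the adipocyte and lipid storage list, 1 of 28 tested genes rose and 22 fell (2 and 23 adjusted over the list alone), with camera adjusted p = 1.1e-16, or 0.014 with an estimated correlation (median log2 fold change -1.14). Pparg fell to 10.6 ± 0.779 TPM at P1 from 36.7 ± 5.97 at E17 (log2 fold change -1.69). In the TGF-β response list, 18 of 27 tested genes rose and 0 fell (20 and 1 adjusted over the list alone), with camera adjusted p = 5.5e-15, or 0.006 with an estimated correlation (median log2 fold change 1.19). Tnc, the tenascin C gene, rose to 90.5 ± 13.2 TPM at P1 from 11.1 ± 0.43 at E17 (log2 fold change 2.91). Pmepa1, a feedback inhibitor of TGF-β signalling, rose to 17.1 ± 5.39 TPM at P1 from 2.57 ± 0.79 at E17 (log2 fold change 2.31). Ldlrad4, another such inhibitor, rose to 9.91 ± 0.221 TPM at P1 from 2 ± 0.226 at E17 (log2 fold change 1.87). Tgfb2 fell to 5.58 ± 1.05 TPM at P1 from 11.1 ± 0.637 at E17 (log2 fold change -0.9). Tgfbr2 fell to 62.6 ± 2.81 TPM at P1 from 75.3 ± 2.46 at E17 (log2 fold change -0.26). Tgfb1 rose to 4.7 ± 0.981 TPM at P1 from 3.41 ± 0.303 at E17 (log2 fold change 0.36). The call of Tgfb1 was lost without E17 replicate 1, 2 or 3 (adjusted p = 0.05, 0.13 and 0.1) and without P1 replicate 2 (adjusted p = 0.2, range 0.028 to 0.2 over 18 alternatives, 8 changing the call). Tgfbr1 did not pass the test, at 7.5 ± 0.214 TPM at P1 and 5.87 ± 0.986 at E17 (log2 fold change 0.32, adjusted p = 0.06). Tgfbr1 passed it without E17 replicate 1 (adjusted p = 0.02, range 0.02 to 0.23 over 18 alternatives, 5 changing the call). In the cholesterol synthesis list, 22 of 22 tested genes rose and 0 fell (22 and 0 adjusted over the list alone), with camera adjusted p = 1.5e-20, or 0.035 with an estimated correlation (median log2 fold change 0.9). Idi1 rose to 63.2 ± 5.73 TPM at P1 from 21 ± 2.67 at E17 (log2 fold change 1.55). In the cell cycle list, 23 of 38 tested genes rose and 4 fell (24 and 5 adjusted over the list alone), with camera adjusted p = 1.8e-07, or 0.087 with an estimated correlation (median log2 fold change 0.56). Plk1 rose to 18.6 ± 0.877 TPM at P1 from 8.03 ± 0.817 at E17 (log2 fold change 1.13). In the collagen and extracellular matrix list, 20 of 40 tested genes rose and 11 fell (20 and 12 adjusted over the list alone), with camera adjusted p = 0.007, or 0.49 with an estimated correlation (median log2 fold change 0.19).

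In the antimicrobial list, 3 of 12 tested genes rose and 5 fell (3 and 5 adjusted over the list alone), with camera adjusted p = 0.19, or 0.61 with an estimated correlation (median log2 fold change -0.33). Slc11a1 fell to 2.52 ± 0.497 TPM at P1 from 13.7 ± 1.06 at E17 (log2 fold change -2.07). Adm fell to 139 ± 11.3 TPM at P1 from 319 ± 58.4 at E17 (log2 fold change -1.18). Camp fell to 0.233 ± 0.204 TPM at P1 from 2.19 ± 0.26 at E17 (log2 fold change -1.38). Slpi rose to 6.19 ± 0.229 TPM at P1 from 1.38 ± 0.406 at E17 (log2 fold change 1.61). In the cytokine and chemokine list, 9 of 28 tested genes rose and 5 fell (14 and 7 adjusted over the list alone), with camera adjusted p = 0.054, or 0.56 with an estimated correlation (median log2 fold change 0.36). That list was called higher without E17 replicate 1, E17 replicate 2 or P1 replicate 2 (adjusted p = 0.042, 0.042 and 0.044, range 0.026 to 0.084 over 18 alternatives, 7 changing the call). Cxcl5 rose to 32.5 ± 3.58 TPM at P1 from 2.14 ± 0.45 at E17 (log2 fold change 3.42). Ccl11 rose to 34.5 ± 4.92 TPM at P1 from 9.46 ± 0.951 at E17 (log2 fold change 1.76). In the interferon response list, 10 of 26 tested genes rose and 0 fell (15 and 0 adjusted over the list alone), with camera adjusted p = 0.00018, or 0.56 with an estimated correlation (median log2 fold change 0.99). Isg15, an interferon-induced ubiquitin-like modifier gene, rose to 74.4 ± 67.9 TPM at P1 from 9.93 ± 3.77 at E17 (log2 fold change 2.49). P1 replicate 3 was highest at P1 for all 26. Among macrophage and leukocyte markers, 1 of 17 tested genes rose and 12 fell (1 and 14 adjusted over the list alone), with camera adjusted p = 1.2e-05, or 0.14 with an estimated correlation (median log2 fold change -0.51). Cd68 fell to 36.9 ± 6.39 TPM at P1 from 108 ± 4.76 at E17 (log2 fold change -1.54). Among endothelial markers, 1 of 14 tested genes rose and 7 fell (1 and 7 adjusted over the list alone), with camera adjusted p = 0.0058, or 0.09 with an estimated correlation (median log2 fold change -0.26). Plvap fell to 1.41 ± 0.325 TPM at P1 from 6.57 ± 0.284 at E17 (log2 fold change -1.66). Flt1 rose to 15.3 ± 1.84 TPM at P1 from 5.98 ± 0.28 at E17 (log2 fold change 1.22). In the contractile list, 10 of 14 tested genes rose and 2 fell (10 and 3 adjusted over the list alone), with camera adjusted p = 3.0e-05, or 0.22 with an estimated correlation (median log2 fold change 0.69). The contractile list shares Acta2, Tagln and Cnn1 with the TGF-β response list. Acta2 rose to 1514 ± 106 TPM at P1 from 665 ± 91.7 at E17 (log2 fold change 1.19). Among skeletal muscle markers, 5 of 10 tested genes rose and 0 fell (5 and 0 adjusted over the list alone), with camera adjusted p = 0.007, or 0.076 with an estimated correlation (median log2 fold change 0.47). Acta1 rose to 29.5 ± 2 TPM at P1 from 10.2 ± 0.881 at E17 (log2 fold change 1.45). Among Schwann cell markers, 0 of 9 tested genes rose and 5 fell (0 and 6 adjusted over the list alone), with camera adjusted p = 0.0079, or 0.29 with an estimated correlation (median log2 fold change -0.45). The Hox list was also called higher and imprinted growth lower, neither with an estimated correlation. The Hox call was lost without E17 or P1 replicate 2 (adjusted p = 0.053 and 0.072).

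**Figure D4:**
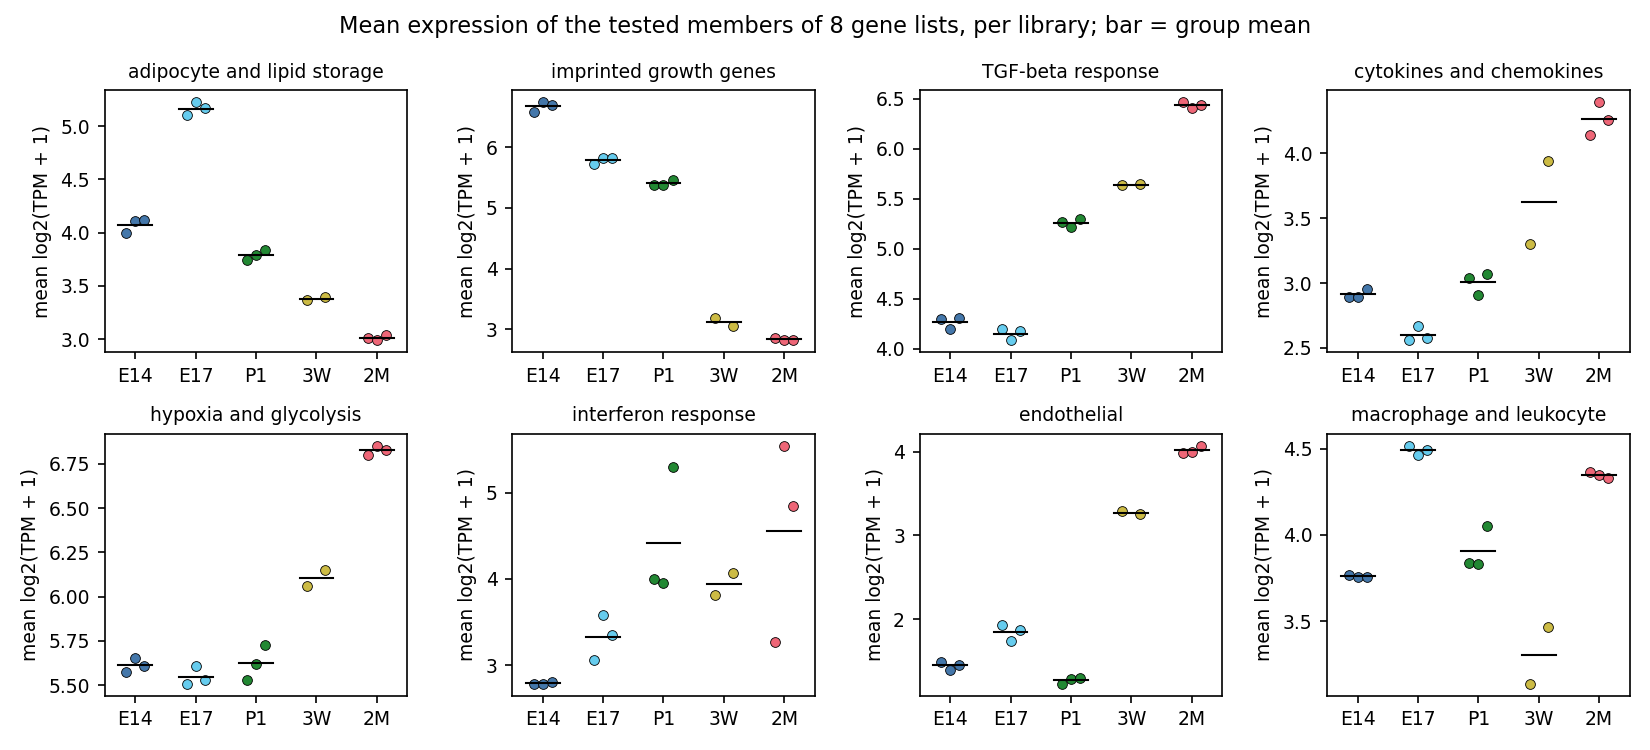
Mean log2(TPM + 1) of the tested members of 8 gene lists in each library, by age (n = 3 per age, n = 2 at 3W), where each point is a library, each bar a group mean, and the y axes differ between panels. The interferon list spreads over 1.34 among the P1 libraries and 2.28 among the 2M libraries.

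Over the 5 ages together, 10373 of 12679 genes (81.8%) differed by limma's moderated F test. Their highest mean lay at E14 for 4763 genes, at E17 for 1251, at P1 for 929, at 3W for 1434 and at 2M for 1996. Counts in the same order were 3078, 1733, 1267, 1299 and 2588 under quantile normalization and 3248, 1598, 1146, 1195 and 2864 under median-ratio scaling, so the size of the excess at E14 depends on scaling. The genes that stood out most at E14 were Ptgds (168.4 TPM), Upk3b (66.1 TPM) and Otor (listed at 0 in every later library). At E17 they were the fat cell genes Gpd1 (21.7 TPM), Retn (22.15 TPM) and Adig (14.6 TPM). At P1 they were Mfap4 (1377 TPM), Eln (111.5 TPM) and the amino acid transporter gene Slc7a3 (16.9 TPM). At 3W they were Coch (172.5 TPM), the chemokine gene Ccl19 (14.5 TPM) and Sh2d4a (10.52 TPM). Ccl19 was at 3.3 and 25.68 TPM in the 2 distinct 3W libraries. At 2M they were Mmp13 (136.5 TPM), Aqp2 (14.3 TPM) and Il6 (26.04 TPM). The largest F test adjusted p of these 15 genes was 6.1e-05, for Ccl19.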

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

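The fit of 15 columns, the fit without 3W libraries and the count of highest ages under both scalings were chosen after the data were seen. The number of genes called stayed within 1.5 times of the reported one in each comparison, except for 3W against P1 without 3W replicate 3. Leaving out each library in turn gave 5509 to 5891 genes for 2M against P1, 2004 to 3076 for 3W against P1 (without 3W replicate 3 and P1 replicate 3), and 2717 to 3480 for 2M against 3W. It gave 5724 to 6333 for E17 against E14, 2854 to 3330 for P1 against E17, and 9894 to 10290 for the F test. A lone remaining 3W library was assumed to vary like the other groups. With 15 columns as deposited, the comparisons in the order of the text gave 6633, 4119, 4990, 6823 and 3983 genes, and without 3W libraries 2M against P1, E17 against E14 and P1 against E17 gave 6328, 6579 and 3672. Counts at 2-fold depended on the pseudocount. With 0.1 and with 5 in place of 1, they were 1936 and 538 for 2M against P1 (1269 as reported), 1096 and 249 for 3W against P1 (632), 1210 and 293 for 2M against 3W (695), 2069 and 583 for E17 against E14 (1406), and 902 and 210 for P1 against E17 (484). Scaling moved the share of higher calls for E17 against E14 from 28.8% to 51.1% (quantile) and 46.5% (median-ratio), for 2M against 3W from 37% to 47.6% and 53.3%, for 3W against P1 from 59.8% to 50.2% and 52.2%, for 2M against P1 from 45.4% to 47.2% and 52.4%, and for P1 against E17 from 46.2% to 46.2% and 46.9%. A replicate block gave 6722, 3419, 4303, 6990 and 4152 genes. Of 18 pairs of libraries with the same number, 15 correlated above 0 and 8 above 0.1 in their deviations (r from -0.177 to 0.262), against 12 and 3 of 36 other pairs (-0.31 to 0.173). In a test chosen after the data were seen, 3 of 216 renumberings, the real one included, gave a mean r as high (0.088). These values lean towards a factor shared by libraries of a number, which the reported fits do not model. With the block, the call of the TGF-β response list at 3W against P1 was not made (adjusted p = 0.073), Ly6a at 3W against P1 and Tgfbr1 at P1 against E17 were called (adjusted p = 0.036 and 0.035), and no other named call changed. Without 1 library, 31 of 434 named gene results and 11 of 98 list results lost their call. With an estimated correlation, 59 of 98 list results did. Among these 98 the only reversed result was the TGF-β ligand, receptor and signalling list at E17 against E14, which fry gave as lower (adjusted p = 0.00013) and camera as higher without a call, and the cause was not tested. Of the other list tests, fry reversed complement at 2M against P1, papillary fibroblast at E17 against E14 and sex-linked at P1 against E17 (adjusted p = 0.00095, 2.4e-05 and 0.00035), none of them called by camera. TPM gives no depth, so its limit on low genes is unknown.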

Other observations

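Tests of the share of fibroblasts, scaling, Y-linked genes and interferon spread were chosen only after the result was seen. Endothelial markers were higher at 3W and 2M than at P1. In a second endothelial list of 15 genes, picked without sight of their values, 93.3% were called higher at 2M than at P1 (14 higher, 1 lower, median log2 fold change 1.94), which is consistent with RNA from endothelial cells. Its most abundant gene, Ecscr, was at 66.38 TPM at 2M and 9.71 at P1, and Clec14a fell. Eng and Sox18 of the first list also stand on other lists. A lower share of fibroblasts would raise the markers of every other cell type alike. Schwann cell markers rose too (median 0.9 at 3W and 1.94 at 2M against P1), as did pericyte markers at 2M (1.76). Macrophage markers argue against it as the whole explanation, with a median of -0.61 at 3W against P1, and 0.33 at 2M against P1 (upper quartile 0.86, against a lower quartile of 1.23 for endothelial markers). Scaling was argued against by a median of 3.11 or more for the first list under both other scalings. A change within fibroblasts and the age difference itself stay open and untested. Sca1 selection would not remove endothelial cells, which carry it too.

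Xist was listed in E14 and E17 libraries and near 0 at later ages. All 4 Y-linked genes tested were called higher at P1 than at E17, consistent with a mixed-sex makeup of the embryonic cultures and a male makeup of the others. Whether it is behind the calls between P1 and E17 stays open. Of called genes, 3.5% lay on X or Y (126 of 3635 with a known chromosome), against 3.4% of genes tested. But only 414 genes were tested there, so at most 11.4% of called genes could lie there and the test could not have come out the other way, and effects of sex on other chromosomes were not tested.

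Interferon response genes differed between libraries of the same age. Of 2M libraries, all 26 were lowest in replicate 1 and 25 highest in replicate 2. Of P1 libraries, all 26 were highest in replicate 3. A shift of a whole library was argued against by the other lists, whose median range was 0.028 of the interferon range at 2M and 0.092 at P1. A different share of leukocytes was argued against at 2M by the macrophage list, at 0.015 of the interferon range. At P1 the macrophage list was highest in replicate 3 too, but ranged by 0.162 of it, and the upper quartile of its genes' log2 excess in replicate 3 over the other P1 libraries was 0.33, against a lower quartile of 0.96 for interferon genes. That argues against leukocytes as the whole explanation at P1. A difference in interferon signalling between cultures stays open as a hypothesis and was not tested.

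For 2M against P1, 1 of the 10 splits of the 6 libraries, the real split, called 6381 genes, and the highest other called 24. For E17 against E14 and P1 against E17, 1 of 10 splits called 6591 and 3710, and the highest other 0. Each time 10 splits are too few for a share under 0.05. For any difference among the 5 ages, chance was excluded, since 1 of 100 splits, the real split, called 10373 genes and the highest other 3296.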
